A study of Mus musculus with 10 samples.

How the data were processed

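RNA sequencing of a piece of the pancreas tail from female mice aged 12 weeks was analysed, with 1 library per mouse and 10 libraries in all. Per the labels, the mice carried a tamoxifen-inducible Cre recombinase driven by Ptf1a, a gene of the acinar cells that make digestive enzymes. They also carried a nuclear fluorescent reporter. A further part of the genotype, the same in all groups, and the result of 1 gene are not reported here. The groups differed in the insulin receptor gene Insr, with 0 floxed alleles in the 3 libraries labelled Insr WT, 1 in the 3 labelled Insr Het and 2 in the 4 labelled Insr KO. A floxed allele can be removed by Cre. A label counts 1 WT mouse more, which was not analysed here. Each library is named by its genotype label and the mouse number in its title, as in WT-2404.

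The deposited table holds raw counts per gene symbol, whole numbers with a different total in each library, and 1 column per mouse. Per the labels' protocols, the frozen tissue was pulverised, RNA was extracted with a column kit and libraries were made with a stranded mRNA kit. The aligner, the counting tool, the genome build and the annotation are not stated there, so no coordinates are given. Poly(A) selection leaves out RNA without a tail, and gene counts do not show which exons were read, so a shortened Insr transcript would still be counted. Reads shared by near-identical genes, such as the amylases, the trypsins, Sec61g and the ribosomal protein genes with their pseudogenes, could be split or lost in a way the table does not record, and values of these genes are uncertain to that extent. Whether strand was used in counting is not stated, so genes overlapping others on either strand are uncertain as well.

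All 10 columns were matched to samples by the genotype and mouse number in the column name, and 0 columns were left over. The table's 2 rows that name no gene stayed out of library sizes and tests. Reads outside genes made up 2.59% to 8.71% of all counts per library, and ambiguous reads 0.101% to 0.584%. Gene counts ranged from 11718559 (WT-1860) to 19024351 (Het-2042) per library. At this depth a gene with 3 counts, the limit that a count of 0 allows, stands at 0.158 to 0.256 counts-per-million before scaling. Wilson 95% binomial intervals of shares of counts cover counting error alone, since reads without molecular identifiers are not independent molecules. No 2 libraries of a group agreed within sampling noise, with a chi-square per degree of freedom of 26.5 to 988 over genes, so each library counted as 1 replicate.

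Of 24421 genes in the table, 6269 had no count in any library, and 13688 passed edgeR's filterByExpr with its defaults (a minimum count of 10) on the genotype groups. Library sizes were scaled with TMM factors. Genes were tested with edgeR's quasi-likelihood test (glmQLFit and glmQLFTest, robust, two-sided) in 1 fit over all 10 libraries, without covariates, since no batch, litter or date is given in the labels. P-values were adjusted by Benjamini and Hochberg's method, with a threshold of 0.05. Standard errors of log2 fold changes were taken from the quasi-F statistic. The contrasts were KO against WT, Het against WT, KO against Het and a slope over the number of floxed alleles (0, 1 and 2). CPM values are counts-per-million of the TMM-scaled library size, and log2 CPM used a prior count of 2. Group values are given as mean ± SD over mice. Comparisons of a single value per mouse used exact permutation tests (two-sided), whose smallest p is 0.0286 for 3 against 4 mice, over 35 splits, and 0.1 for 3 against 3.

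13 gene lists were fixed before the data were examined, as were the tests, the alternatives and the rule for naming genes. They cover digestive enzymes, ER stress and unfolded protein response, inflammatory mediators, the Reg family, ductal and metaplasia genes, fibroblast and extracellular matrix genes, myeloid, lymphoid, islet and adipocyte genes, insulin-responsive lipid synthesis, MAPK output and cytosolic ribosomal proteins. The first and the inflammatory list follow the topic of the series, and the others describe what a piece of pancreas can contain or the signalling downstream of the receptor. No gene was in more than 1 list (0 shared genes). The digestive enzyme list has 31 genes, of which 30 were in the table and 26 were tested. Of the 24 lymphoid genes, 19 were in the table and all 19 were tested. Lists were tested with limma's camera at a preset correlation of 0.01, adjusted over the 13 lists, with fry and camera with an estimated correlation beside it, and by exact permutation of each mouse's mean log2 CPM over the list. Genes outside the lists were named only if they were among up to 5 in each direction with the smallest p among those past the threshold with separate ranges. Where none passed, up to 3 in each direction with the smallest unadjusted p were named as not passing. Insr, Igf1r, list members, sex-linked check genes and the 10 genes with the most counts could always be named.

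The KO and Het comparisons share the WT libraries, so the correlation of their fold changes was set against 100 simulations of unchanged groups. The fit was tested on simulated counts for 13258 genes drawn from the real means and library sizes, with 200 genes changed 3-fold. It called 159 of the 200 genes (79.5%) and 6 unchanged genes, and 0 genes in a simulation without changes. The 200 genes were drawn outside the lists and above a minimum mean level. The inflammatory list was also lowered in the simulated KO libraries and left out of the count of unchanged genes. Each gene was drawn independently, without a shared difference in tissue composition between libraries. The 79.5% is therefore not the share of 3-fold changes that the fit would find in the real libraries.

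The alternatives fixed beforehand were DESeq2's Wald test, limma-voom with sample quality weights, RLE size factors, library size alone, TMM without the digestive enzyme genes, at least 10 counts in every library, at least 1 count in any library, a fit of only the 2 genotypes compared, and leaving out each mouse in turn. The alternatives added after seeing the data were a spline correction on transcript length and GC content, the logit of the digestive enzyme share as a covariate, and dispersions without robust estimation. Lengths and GC content came from GENCODE mouse transcripts matched by symbol, which gave values for 13227 of the 13688 tested genes (96.6%), for 76 of 76 tested ribosomal protein genes and for 26 of 26 tested enzyme genes. R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 were used.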

Results

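Gene counts were compared in pancreas tail pieces of 12-week-old female mice with 0, 1 or 2 floxed alleles of the insulin receptor gene Insr in acinar cells. The series asks, by its title, whether the insulin receptor of acinar cells affects digestive enzyme production and inflammation. There were 3 libraries labelled Insr WT, 3 labelled Insr Het and 4 labelled Insr KO. Total gene counts ranged from 11718559 to 18588327 in WT, from 13725964 to 19024351 in Het and from 12028969 to 18191235 in KO libraries, so the depths of the groups overlapped. All 10 libraries had 0 counts over the Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y together, and 1438 to 15084 counts of Xist, as in female tissue.

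The targeted gene was examined first. Insr was counted in every library, with 253 to 1259 counts. Its level was 29.8 ± 9.89 CPM in the WT libraries (SD, n = 3), 38.5 ± 8.93 CPM in the Het libraries (SD, n = 3) and 31.5 ± 5.96 CPM in the KO libraries (SD, n = 4). The KO against WT log2 fold change was 0.09 (SE 0.26, edgeR adjusted p = 0.864), and an exact permutation test over the mice gave p = 0.686 (two-sided). Het against WT gave 0.37 (SE 0.27, adjusted p = 0.437 by edgeR) and KO against Het -0.29 (SE 0.26, adjusted p = 1.0 by edgeR). No fall of Insr with the number of floxed alleles was detectable. The direction rested on single libraries, since KO against WT was -0.12 without WT-2404 and -0.0021 without KO-2124. Counting by library size alone moved it most, to -0.89, where the median of all tested genes was -1.17. Gene-level counts of a whole tissue piece do not show recombination in acinar cells or loss of single exons, so the labels are not checked by this gene. Genotypes below are those of the labels throughout, and each direction is that between libraries labelled KO, Het or WT.

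The related receptor gene Igf1r was at 17.6 ± 3.05 CPM in WT (SD, n = 3) and 27.5 ± 1.70 CPM in KO libraries (SD, n = 4), with ranges that did not overlap. Its log2 fold change of 0.64 (SE 0.19) had an adjusted p of 0.119 in edgeR and did not pass. DESeq2 placed Igf1r past the threshold, with an adjusted p of 0.0419 and a log2 fold change of 0.62.

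Digestive enzyme genes took most of the counts in 9 of the 10 libraries. The 10 genes with the most counts were Ctrb1, Pnlip, Cela2a, Cela1, Cpa1, Cpb1, Prss2, 2210010C04Rik, Cel and Pnliprp1, and Ctrb1 alone took 9.87% of all gene counts. Of these, 2210010C04Rik, with 3.85% of all gene counts, is not in the enzyme list, so its counts lie outside the enzyme shares. The enzyme list took 14.7% of the gene counts in WT-2404, 54.6% in WT-1860 and 67.1% in WT-2067. It took 67.2% to 71.5% in the Het and 58.4% to 72.9% in the KO libraries. No Wilson 95% interval of these shares was wider than 0.0570 percentage points, so counting error is small beside the spread from 14.7% to 72.9%, which also holds the variation between mice. The group means were 45.5% ± 27.4 in WT (SD, n = 3), 68.7% ± 2.41 in Het (SD, n = 3) and 67.8% ± 6.81 in KO (SD, n = 4). The KO minus WT difference of 22.3 percentage points had p = 0.0857 in an exact permutation test (two-sided). The Het minus WT difference of 23.2 points had an exact p of 0.1, the smallest that 3 against 3 mice allow. TMM factors followed the same order, from 3.54 in WT-2404 to 0.596 in KO-2126. The correlations of WT-2404 with the other libraries across genes ran from 0.749 to 0.912 (Pearson r of log2 CPM, where genes are not independent replicates). Pairs without it ran from 0.852, between WT-1860 and KO-2070, to 0.967. The first principal component carried 51.0% of the variance and ran from this library to KO-2070.

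**Figure D1:**
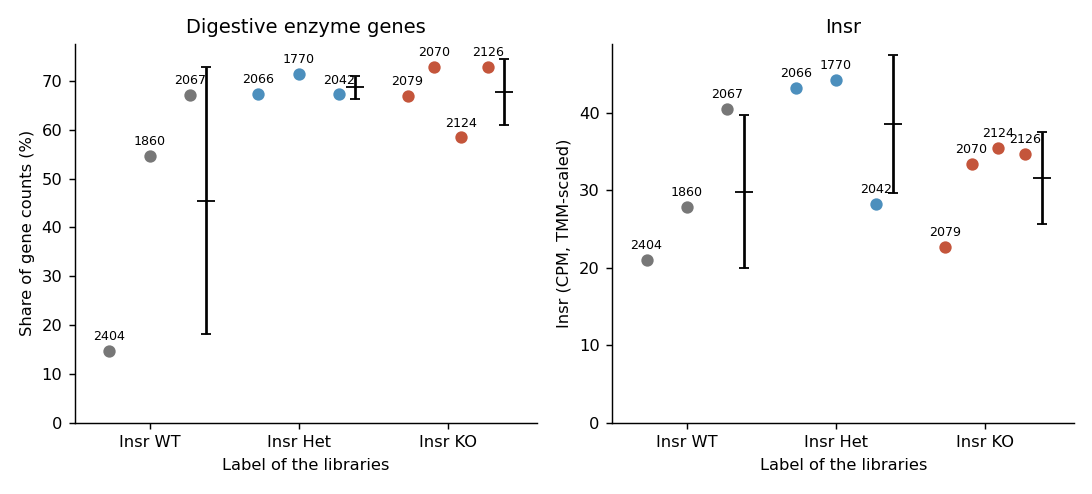
Each point is 1 library, named by its mouse number, with group mean and SD as black bars. Left, the percent of gene counts in digestive enzyme genes, where WT-2404 stands at 14.7% and the Het and KO libraries at 58.4% or more. Right, Insr in TMM-scaled counts-per-million, where the 3 groups overlap.

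The comparison of KO with WT libraries asks what loss of both alleles changes. No gene of 13688 passed an adjusted p of 0.05 in edgeR (0 genes, smallest adjusted p = 0.116). At an unadjusted p under 0.05 there were 3222 genes, 1315 higher and 1907 lower in KO libraries, where 684 are expected by chance. The count past the threshold moved most with library size alone, to 2841 genes, all lower in KO, under the shift of -1.17 in all genes. DESeq2 called 1009 genes, of which 294 were higher. The counts rested on single WT libraries. Without WT-2067, edgeR called 1932 genes (881 higher), and without WT-2404 it called 0, with 1297 genes at an unadjusted p under 0.05. The genes with the smallest unadjusted p that were higher in KO libraries, none passing the adjusted threshold in edgeR, were Pdcd2, Sec61g and Snhg1. Pdcd2 rose from 5.0 ± 0.590 CPM in WT (SD, n = 3) to 10.4 ± 0.264 CPM in KO libraries (SD, n = 4), a log2 fold change of 1.06 (SE 0.17). Sec61g and Snhg1 had log2 fold changes of 1.44 (SE 0.24) and 0.96 (SE 0.20). The lower genes were Mex3a at -2.37 (SE 0.36), Mmp3 at -2.61 (SE 0.41) and Mal2 at -1.05 (SE 0.19). Each of the 6 had an edgeR adjusted p of 0.116 and ranges that did not overlap between the groups. Each had an exact permutation p of 0.0286, the smallest that 3 against 4 mice allow. These genes were picked by p-value in the same libraries, so the separate ranges and the exact p add no independent support. Mex3a and Mmp3 had lowest counts of 6 and 8 in a library. By library size alone, Pdcd2 and Snhg1 were at -0.067 and -0.20, above the shift of all genes.

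The comparison of Het with WT libraries asks what loss of 1 allele changes. Again 0 of 13688 genes passed in edgeR (smallest adjusted p = 0.184), with 2715 genes at an unadjusted p under 0.05, 1131 higher and 1584 lower in Het libraries. DESeq2 called 400 genes, 153 of them higher, and library size alone called 3140, all lower. Without WT-2067, edgeR called 1160 genes (589 higher). Without WT-2404 it called 0 genes, and the count at an unadjusted p under 0.05 was 1083. That count was 1565 without Het-2066. The genes with the smallest unadjusted p, none passing in edgeR, were Sec61g at a log2 fold change of 1.35 (SE 0.25), Bola2 at 0.95 (SE 0.19) and Cst6 at 2.57 (SE 0.52) among those higher in Het libraries. Ankrd1 at -2.86 (SE 0.49), Chl1 at -2.21 (SE 0.42) and Mex3a at -2.0 (SE 0.39) were those lower. Their edgeR adjusted p was 0.184. Of these, Ankrd1 and Cst6 rest on low counts, with a lowest count in a library of 3 and 11. The lowest counts of Mex3a and Chl1 over all 10 libraries, 6 and 11, lay in KO libraries, outside this comparison. In the Het libraries their lowest levels were 1.05 and 1.60 CPM, which are also low.

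The comparison of KO with Het libraries asks whether losing the other allele adds to the first. It gave 0 genes in edgeR (smallest adjusted p = 1.0) and 103 genes at an unadjusted p under 0.05, fewer than the 684 expected by chance. With the smallest unadjusted p, none passing, Raet1e (log2 fold change 3.83, SE 1.01), Creb3l3 (1.47, SE 0.44) and Hnrnpa3 (0.63, SE 0.20) were higher in KO libraries. Spryd7 (-0.98, SE 0.27), Mal2 (-0.69, SE 0.19) and Hsd11b2 (-2.31, SE 0.71) were lower. Raet1e and Hsd11b2 had 0 counts in at least 1 library, and Creb3l3 had a lowest count of 9. Mal2 fell with each allele, from 25.5 ± 4.69 CPM in WT (SD, n = 3) through 19.8 ± 1.86 in Het (SD, n = 3) to 12.2 ± 2.06 in KO libraries (SD, n = 4). The slope over the number of floxed alleles gave 0 genes in edgeR (smallest adjusted p = 0.143) and 2910 genes at an unadjusted p under 0.05, 1024 rising and 1886 falling. DESeq2 called 436 genes for the slope, 110 of them rising. The slope count became 11 genes without KO-2079 and 1 gene without KO-2124. At an unadjusted p under 0.05 it was 1066 genes without WT-2404.

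**Figure D2:**
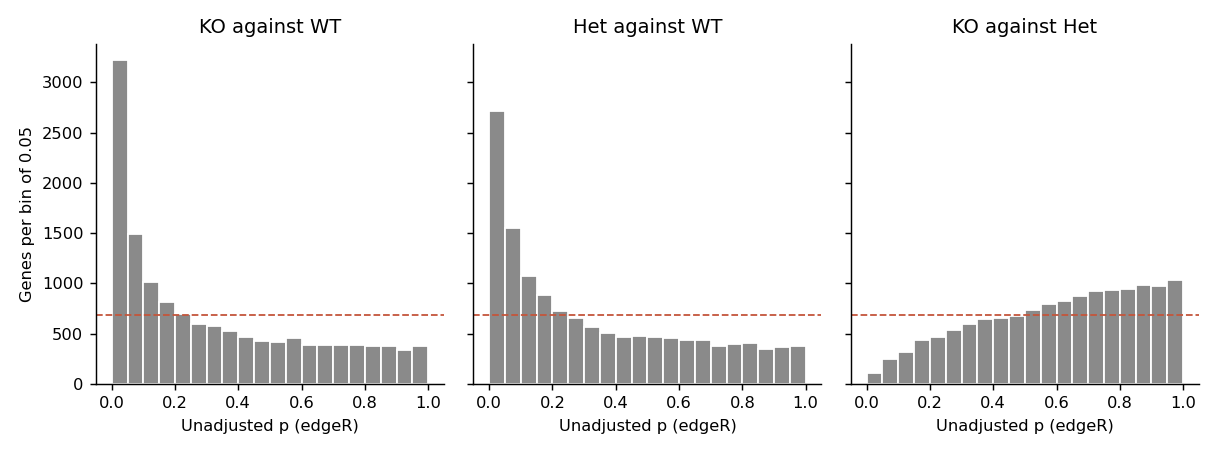
Unadjusted edgeR p-values of 13688 genes in bins of 0.05, with the number per bin on the vertical axis and a dashed line at the 684 genes per bin that chance gives. The first bin holds 3222 genes for KO against WT, 2715 for Het against WT and 103 for KO against Het.

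The digestive enzyme list addresses enzyme production. Its median log2 fold change was 1.18 in KO against WT, with 26 of 26 tested genes higher in KO libraries (camera adjusted p = 2.81e-08 in limma). With Amy2a5, which had no counts in WT, at its bound the median was 1.17. The mean log2 CPM over the list was 9.91 ± 2.25 in WT (SD, n = 3) and 11.9 ± 0.563 in KO libraries (SD, n = 4), and an exact permutation test gave p = 0.0857 (two-sided, 0.186 after adjustment over the 13 lists). Adjusted over the list alone, 0 of its genes passed in edgeR, as over all genes tested, and 1 had an unadjusted p under 0.05. Single WT libraries set the size of the median, which was 0.62 without WT-2404 and 2.20 without WT-2067. It moved most, to 0.0056, with the enzyme share itself as a covariate, a term that takes out this list by construction. Het against WT gave 1.25, with 26 of 26 genes higher, and 0.71 without WT-2404 and 2.20 without WT-2067. By library size alone the medians were 0.58 in KO against WT and 0.61 in Het against WT. Both lay above the shifts of all genes, -1.17 and -1.36. KO against Het gave -0.04, with 10 of 26 genes higher.

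The inflammatory mediator list had a median log2 fold change of -1.24 in KO against WT, with 16 of 17 tested genes lower in KO libraries (camera adjusted p = 1.87e-06 in limma). The list mean was 2.16 ± 0.605 log2 CPM in WT (SD, n = 3) and 0.706 ± 0.840 in KO libraries (SD, n = 4), with an exact permutation p of 0.0857 (two-sided, 0.186 adjusted over the 13 lists). In edgeR 8 genes passed when adjusted over the list alone, against 0 over all genes tested. Without WT-2404 the median was -0.79. Library size alone moved it most, to -2.32, beside the shift of -1.17 in all genes. In Het against WT the median was -1.31, with 16 of 17 genes lower and 5 passing when adjusted over the list alone. KO against Het gave 0.07, with 13 of 17 genes higher.

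Across the 13 lists, camera at its preset correlation called 12 in KO against WT, 5 higher and 7 lower, and 11 in Het against WT, 5 higher and 6 lower. Under fry, only insulin-responsive lipid synthesis and cytosolic ribosomal proteins held in KO against WT (2 lists), and only the ribosomal list in Het against WT (1 list). With an estimated correlation 0 lists held in either comparison. By exact permutation of the list means, 1 list had an unadjusted p under 0.05 in KO against WT, the ribosomal list at the smallest possible p of 0.0286. After adjustment 0 passed, which says little, since at least 8 of the 13 lists would have to reach that p for any to pass. In Het against WT 3 against 3 mice cannot pass. In KO against Het camera called 5 lists, all lower in KO libraries (Reg family, ductal, islet, adipocyte and lipid synthesis), and 0 held under fry or an estimated correlation. By fry and the estimated correlation, the camera calls rest on its preset correlation, apart from the lipid synthesis and ribosomal lists under fry.

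The ribosomal protein list had a median log2 fold change of 0.87 in both KO against WT (75 of 76 genes higher) and Het against WT (73 of 76). Its fry adjusted p in limma was 0.0158 and 0.0265. Its mean log2 CPM was 7.03 ± 0.422 in WT (SD, n = 3), 7.88 ± 0.136 in Het (SD, n = 3) and 7.89 ± 0.0796 in KO libraries (SD, n = 4). Adjusted over the list alone, 69 and 66 genes passed in edgeR, against 0 over all genes tested. By library size alone the medians were -0.18 and -0.28, both above the shifts of all genes, -1.17 and -1.36. The lipid synthesis list fell by 0.33 in KO against WT, with 14 of 17 genes lower (fry adjusted p = 0.0158 in limma) and 1 gene passing when adjusted over the list alone. Its Het against WT median was -0.03, with 10 of 17 lower. Its KO against Het median was -0.19, with 16 of 17 lower, and the fry adjusted p for that difference was 0.223.

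Of the other lists in KO against WT, the medians were -1.58 for fibroblast and extracellular matrix (20 of 21 genes lower), -1.70 for myeloid (15 of 15), -1.32 for lymphoid (19 of 19), -1.54 for ductal and metaplasia (22 of 25) and -0.36 for MAPK output (8 of 12). Adjusted over each list alone, 18 fibroblast, 13 myeloid and 6 ductal genes passed in edgeR, and 0 lymphoid and 0 MAPK genes. Medians were 0.77 for islet (21 of 22 genes higher), 0.52 for adipocyte (9 of 10) and 0.51 for ER stress and unfolded protein response (14 of 19). The Reg family, the list that camera did not call, was at -0.82, with 4 of 6 genes lower. No gene of these 4 lists passed over its list alone (0 genes). Without WT-2404 the myeloid median was -0.89, the islet median 0.26, the MAPK median -0.21 and the ER stress median 0.29, and islet was no longer called by camera, while the Reg family was called, at -1.10 (camera adjusted p = 0.0305 in limma). Without WT-1860 the islet median was 1.51 and the adipocyte median 0.40, which camera did not call (adjusted p = 0.196). Without WT-2067 the ER stress median was 0.78, the adipocyte median 1.32 and the Reg median -0.16. Leaving out KO-2070 gave 0.48 for islet, -0.54 for Reg and 0.34 for adipocyte, which camera then no longer called. Leaving out KO-2079 gave -1.32 for Reg. By library size alone the islet, adipocyte and ER stress medians were -0.0065, -0.51 and -0.57, all above the shift of -1.17.

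**Figure D3:**
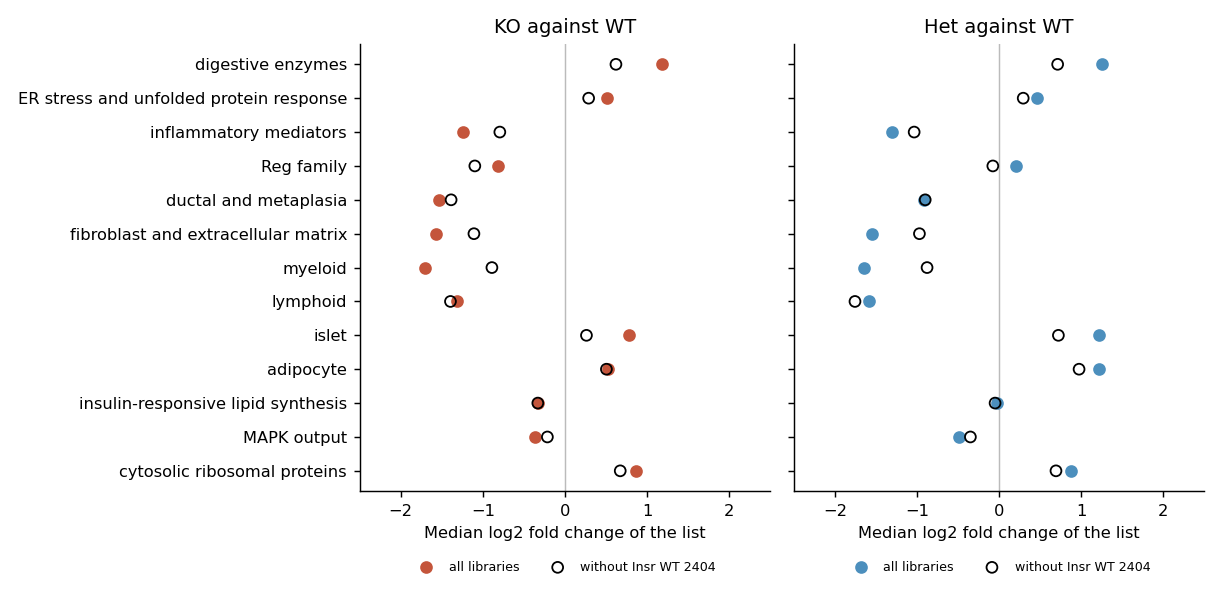
Median log2 fold change of each of the 13 gene lists, KO against WT on the left and Het against WT on the right. Filled points use all libraries and open circles leave out WT-2404. The digestive enzyme median moves from 1.18 to 0.62 and the myeloid median from -1.70 to -0.89 in KO against WT. Directions are those under TMM; by library size alone the islet, adipocyte, ER stress and ribosomal medians lie under 0 in KO against WT.

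The KO and Het fold changes against WT were correlated across the 13688 genes (Pearson r = 0.884, Spearman rho = 0.891), where genes are not independent replicates. The comparisons share the WT libraries, and 100 simulations of unchanged groups gave a mean r of 0.512, from 0.482 to 0.541. Regrouping the real libraries gave a far wider range, from -0.122 to 0.886. The sign was shared by 86.7% of genes. With at least 1 count in any library as the filter, r moved most, to 0.638. Leaving out single libraries gave r from 0.762, without Het-2066, to 0.904, without WT-2067.

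**Figure D4:**
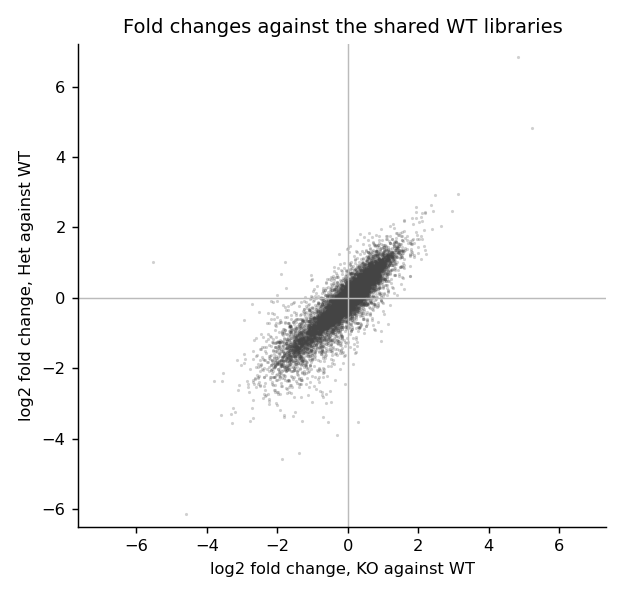
Log2 fold change of each of 13688 genes in KO against WT (horizontal) and Het against WT (vertical), 1 point per gene. The points run along the diagonal with r = 0.884, where shared WT libraries alone gave a mean of 0.512 in simulations. Regrouping the real libraries gave r from -0.122 to 0.886.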

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

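No test in this part was chosen after its own result was seen. Of 35 measures per library, 4 had a library labelled Insr KO far from the other 3 by Dixon's gap test, where chance alone gives about 1.75. Groups of 3 libraries were not tested. The genotype is shared with the other 3 KO libraries, so it does not set these libraries apart, and no biological explanation was tested.

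Reads outside genes made up 8.71% of the counts in KO-2124 and 2.59% to 3.48% in the other KO libraries. WT-2404 and WT-1860, at 7.83% and 7.0%, were nearly as high. A smaller share of enzyme counts would raise this percentage, since enzyme reads fall inside genes. The tables argue against that as the whole cause, because reads outside genes per 100 counts of other genes were 23.0 in this library and 9.45 to 16.6 in the other 9. Genomic DNA in the library may also add such reads. Genes of the Olfr and Vmn receptor families, 1463 in the table and thought to be silent in pancreas, took 16.7 counts-per-million of the non-enzyme counts here. That was above 8 of the other 9 libraries and below WT-1860 at 22.8. Genomic DNA cannot be told apart from unspliced RNA or unannotated transcripts, since 1 library with 111 such counts decides too little.

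Insr was at 22.7 CPM in KO-2079 and at 33.3 to 35.5 CPM in the other KO libraries, and Igf1r at 25.0 CPM against 28.2 to 28.5. Both transcripts are long, so a length or GC trend in this library may lower them. Against the mean of the other 3 KO libraries the log2 difference was -0.60 for Insr before and -0.57 after a spline on length and GC content was taken off. For Igf1r it was -0.18 before and -0.16 after. The trend therefore does not account for either value. Uneven deletion of Insr between mice stays open, as do differences in cell composition, and neither was tested.

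Ankrd1 was at 0.692 CPM in KO-2124, from 15 counts, and at 0.371 to 0.404 CPM in the other KO libraries, from 3 to 6 counts. Counting noise is a candidate explanation. The exact 95% Poisson interval of the value in KO-2124 starts at 0.387 CPM and reaches below the highest of the other 3, so counting noise is enough for this difference.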

How the results depend on the processing

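The spline on length and GC content, the enzyme share covariate and the dispersions without robust estimation were added after seeing the data. The last left each fold change and each count of genes as reported and says nothing about stability. RLE factors, TMM without the enzyme genes and limma-voom kept all of the following on the reported side: 0 genes in each contrast, the signs of Insr, enzymes and inflammatory mediators, and r. RLE and TMM without the enzyme genes also kept the 12 and 11 lists called by camera. No paired analysis was possible because the mouse numbers are not shared between genotypes.

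Counts of genes past the threshold depended on the tool and the scaling. DESeq2 called 1009 genes in KO against WT, 400 in Het against WT and 436 for the slope over alleles, where edgeR called 0 each. Of 13688 genes DESeq2 left 542 and 2131 without an adjusted p in the KO and Het comparisons. At an unadjusted p under 0.05 DESeq2 and edgeR differed little in KO against WT, 3403 against 3222, so the gap lies in the smallest p-values; the cause was not tested. Library size alone called 2841 and 3140 genes in the KO and Het comparisons, 0 of them higher. It shifts the median of all genes to -1.17 and -1.36, since the enzymes take a smaller share of the WT counts on average. KO against Het gave 0 genes in every alternative run, with 14 to 183 at an unadjusted p under 0.05.

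Leaving out each mouse in turn gave 0 to 1932 genes in KO against WT, 0 to 1160 in Het against WT and 0 to 11 for the slope. Counts above 0 came without WT-2067 (1932 and 1160), without KO-2079 (11) and without KO-2124 (1). Without WT-2067, which had 67.1% enzyme counts, the WT libraries left were those at 14.7% and 54.6%. The cause of these higher counts was not tested. DESeq2 and the edgeR fit without WT-2067 shared 889 genes in the KO and 329 in the Het comparison. The Insr log2 fold change in KO against WT ran from -0.12 without WT-2404 to 0.38 without WT-2067, and was -0.0021 without KO-2124. r ran from 0.762 to 0.904. List calls by camera ran from 10 to 12 in KO against WT and stayed at 11 in Het against WT. In Het against WT the Reg family median ran from -0.086 without Het-1770 to 0.86 without WT-2067, and was -0.078 without WT-2404. The lipid synthesis median ran from -0.072 without WT-1860 to 0.046 without Het-2066. These medians, 0.21 and -0.03 as reported, have no stable sign.

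By library size alone 13 values changed sign, and all 13 stayed above the shift of all genes, by 0.27 to 1.16. In KO against WT they were Pdcd2 at -0.067, Snhg1 at -0.20, Insr at -0.89, Igf1r at -0.53, ER stress at -0.57, islet at -0.0065, adipocyte at -0.51 and ribosomal proteins at -0.18. In Het against WT they were Bola2 at -0.35, Insr at -0.80, ER stress at -0.62, the Reg family at -0.83 and ribosomal proteins at -0.28. The common shift of the scaling accounts for these signs.

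With the enzyme share as a covariate, Insr in KO against WT was -0.20 (adjusted p = 0.968 by edgeR, where the alternatives ranged from 0.142 to 0.996). The enzyme median fell to 0.0056, where camera no longer called it (adjusted p = 0.264), by construction of the covariate. The inflammatory median shrank from -1.24 to -0.60, the myeloid from -1.70 to -0.58 and the fibroblast from -1.58 to -0.83 in KO against WT, and camera still called each. The Reg median in KO against WT was -1.29, which camera then called (adjusted p = 0.00127). Camera called 8 lists in KO against WT and 9 in Het against WT with the covariate, and 9 and 11 with at least 10 counts in every library. The islet median was -0.10 in KO against WT and the Reg median -0.35 in Het against WT. The cause of these changes was not tested. The length and GC correction gave 0.070 for lipid synthesis in Het against WT, and at least 1 count in any library gave -0.12 for the Reg family; the cause was not tested. r was 0.929 with at least 10 counts in every library, 0.638 with at least 1 count in any library and 0.808 with the covariate, whose cause was not tested. The filters tested 18152 genes with at least 1 count and 10758 with at least 10, against 13688.

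Lists called fell from 12 to 2 in KO against WT under fry and to 0 with an estimated correlation. In Het against WT they fell from 11 to 1 and 0. The preset correlation of 0.01 is what differs between the camera runs. Among named genes and single lists, 30 other values changed their side of the threshold, 20 stronger and 10 weaker, and across the fits that left out a mouse 15 were stronger and 7 weaker.

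Depth does not limit the abundant genes. It limits Raet1e and Hsd11b2, with 0 counts in a library, and Ankrd1, Mex3a, Mmp3, Creb3l3, Cst6 and Chl1, whose lowest counts were 3, 6, 8, 9, 11 and 11. The number of mice limits the exact tests, since 3 against 3 cannot give an exact p under 0.1.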

Other observations

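The counts of genes past the threshold under other splits and the test without WT-2404 were chosen after the results were seen. For WT-2404 the gap between the fibroblast and islet lists as the deciding value, and its comparison over 10 libraries, were also chosen after the list values were seen. The other tests of this part were not. Libraries labelled KO, Het and WT were regrouped in every split of the same sizes, with the other libraries kept in the fit.

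With 0 genes past the threshold as the reported count, every split gives as many. All 35 of the 35 splits of the KO and WT libraries gave as many, all 10 of the 10 splits of the Het and WT libraries, all 35 of the 35 splits of the KO and Het libraries, and all 100 of the 100 draws for the slope over alleles. The excess of small p-values was rarer. As many as 3222 genes at an unadjusted p under 0.05 came in 3 of the 35 splits of KO and WT libraries, the labelled one included, and the median of the other 34 was 432.5. One other split, which set WT-2404, WT-1860 and KO-2124 against the rest, gave 4312 genes and 1095 past the adjusted threshold. Those libraries have the 3 lowest enzyme shares of the 7. The labelled split was the highest of the 10 for Het and WT, with 2715 genes in 1 of 10 splits, but 10 splits cannot give a share under 0.05. For the slope, 6 of 100 draws gave as many as 2910 genes. KO against Het, with 103 genes, gave the fewest of its 35 splits, so the spread within these groups was larger than the difference between them.

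List calls by camera were common under other groupings. Splits of the KO and WT libraries other than the labelled one called 4 to 12 of the 13 lists, with a median of 8, and 2 of the 35 gave as many as 12. For Het and WT, 2 of the 10 splits gave as many as 11. Splits of the KO and Het libraries other than the labelled one called 0 to 11 lists, with a median of 7, against 5 for the labelled one. The number of lists called by camera at its preset correlation therefore says little about the genotype here. Counts under fry, added after the results were seen, were matched less often. As many as 2 lists held in 2 of the 35 splits of KO and WT libraries, the labelled one included. As many as 1 held in 1 of the 10 splits for Het and WT, too few splits to decide. Without WT-2404, 3 of the 15 splits of KO and WT libraries gave as many as 1, and 15 splits are also too few to decide.

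With the labelled grouping counted, the correlation of KO and Het fold changes was matched by the smallest share of groupings. The excess in Het against WT was matched by no other split, but only 10 splits exist. Of 100 draws of the 10 libraries into groups of 3, 3 and 4, 2 gave an r as high as 0.884, the labelled one included. The draws other than the labelled one had a median of 0.611 and ran from -0.122 to 0.886. Since KO and Het libraries differed so little, this is at most a hint that the WT libraries as a group stand apart from both, and not why. The draws shuffled all labels, so WT-2404 was not always in the group that both comparisons share. They were not repeated without WT-2404, where the labelled r was 0.814, so the part of that library in r is not settled. The hint does not hold for each WT library. Across genes WT-2067 correlated at 0.967 with KO-2079 and 0.965 with Het-2042, but at 0.945 with WT-1860 and 0.878 with WT-2404. With KO-2126 and KO-2070 it correlated less than with WT-1860, at 0.937 and 0.915.

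Explanations of the excess of small p-values were tested in several ways. Length and GC content trends are argued against, because 3439 genes had an unadjusted p under 0.05 in KO against WT after the correction, against 3222 before. With the logit of the enzyme share as a covariate 784 genes remained at that level, near the 684 of chance. Within groups that share ran from 14.7% to 67.1% in WT, 67.2% to 71.5% in Het and 58.4% to 72.9% in KO libraries. The slope of the covariate is therefore set mainly by the WT libraries, WT-2404 most of all. The enzyme share is part of the outcome and differs between the groups, so the covariate takes out an effect of genotype on acinar cells as well as a difference in the piece of tissue, and these cannot be told apart here. Without WT-2404 there were 1297 such genes, above chance, but 3 of the 15 splits of the remaining 6 libraries gave as many. Since 15 splits cannot give a share under 0.05, whether that library alone makes the excess cannot be told apart either. The other matching splits set apart WT-1860 with KO-2124, and KO-2070 with KO-2126, with 3149 genes each. Those pairs have the lowest and the highest enzyme shares of the 6 libraries. The hypothesis that loss of Insr in acinar cells lowers inflammatory and stromal genes stays open and untested by these splits. So does the alternative that the WT pieces differ in composition for another reason.

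WT-2404, with 14.7% enzyme counts, was compared with the other 2 WT libraries in counts-per-million. A smaller acinar share would raise all other cell types alike. The fibroblast list was higher by a median log2 difference of 2.74 and the myeloid list by 3.20, while the islet list was lower, at -1.18. The fibroblast and islet lists thus moved apart by 3.92, where the other 2 WT libraries differed by 1.51 and 1.60 in the same direction. The islet difference alone lies within that gap of 1.60, so the prediction written beforehand, read for the islet list by itself, is not met, and the gap carries the result. Over the 10 libraries the fibroblast mean minus the islet mean was 4.85 log2 units in this library and -1.19 to 1.20 in the other 9. On the gap, dilution by fewer acinar cells is argued against as the whole explanation. Lymphoid tissue as the main part of the piece is argued against for the 19 lymphoid genes tested, which rose by 0.93, less than the fibroblast and myeloid lists. These genes are at low levels, where a constant added before the logarithm shrinks differences, and 5 listed genes were missing. Some lymphoid tissue in the piece is therefore not excluded. Transcript length bias is argued against, since the median log2 difference of the enzyme list, on the TMM scale, was -4.05 before and -3.99 after a spline on length and GC content. A hypothesis that stays open is a piece with more stroma and myeloid cells and fewer islets, from more advanced lesions or from where the piece was taken. WT-2404 may then weigh on each contrast with WT, as the fall of the enzyme median from 1.18 to 0.62 without it shows.

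The ribosomal protein list was higher in KO and Het than in WT libraries under TMM. Length and GC trends are argued against as the whole explanation, since its KO against WT median was 0.90 after the correction (0.87 before). Its Het against WT median fell from 0.87 to 0.77. The unadjusted fry p-values after the correction were 0.00135 and 0.00385 in the KO and Het comparisons. Before it they were 0.00134 and 0.00204. The enzyme share as a covariate left medians of 0.59 and 0.58 in the KO and Het comparisons, with unadjusted fry p-values of 0.00189 and 0.00314. A linear relation with that share, as fitted mainly on the WT libraries, therefore does not account for the whole difference. Reads shared with ribosomal pseudogenes, RNA quality and a WT batch were not tested, since the labels give no batch. A hypothesis is that the WT pieces differ in cell state, whether through genotype or not.

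That Insr counts were not lower in KO libraries may have been hidden by the enzyme share. With the covariate the KO against WT log2 fold change was -0.20 (SE 0.25), within its standard error of 0, so no fall beyond its error appeared. The slope of that covariate is set mainly by the WT libraries, so a hidden fall is not excluded. Insr transcripts from cells without Cre, transcripts that keep most exons after deletion, low recombination, and labels that do not match the libraries all stay open, and gene counts do not separate them.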
